A study of Mus musculus with 6106 samples.

How the data were processed

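Splenic regulatory T cells of male mice aged 10 months were measured by single-cell RNA sequencing. Per the labels, the mice carried an Nr4a1-Gfp reporter and a Foxp3-Ires-Thy1.1 reporter on a B6 background, and cells negative for DAPI and positive for TCR beta, CD4 and Foxp3-Thy1.1 were sorted into GFPlow (0 to 20 percent), GFPmed (40 to 60 percent) and GFPhigh (80 to 100 percent). Each of the 6106 deposited samples is 1 cell, and each bin is 1 inDrops library, so that every bin has 1 library and 0 replicates. The labels state neither the number of mice behind each library nor whether reporter transcripts add to the counts of Nr4a1 and Thy1.

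The deposited values are raw UMI counts per gene and cell, which the authors made from NextSeq500 reads. Per the labels, TopHat2 and SAMtools were used with the mm10 genome. Their versions, the gene annotation, the counting program and the rule for collapsing UMIs were not given in the labels. The labels report that 66.6%, 67.0% and 66.3% of reads mapped in GFPlow, GFPmed and GFPhigh. The table's counts were checked to be whole numbers of at least 0, and they summed to 98.7% of the UMIs that the labels give, at 7.50 mapped reads per UMI. The table has 23725 genes, named by symbol, of which 14607 had a UMI in any cell. Of these symbols 96.2% are in GENCODE M21, which gave the gene positions. Mitochondrial genes with the mt- prefix are not in the table, so their share could not serve as a measure of cell quality. All 6106 columns matched a labelled cell and 0 columns were left unused.

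Cells with at least 500 UMIs were used, which left out 249 GFPlow, 145 GFPmed and 277 GFPhigh cells. UMIs were summed over the cells of a bin and scaled to 1000000 UMIs of all genes (UPM). Log2 ratios were taken after adding 0.5 UMI to each count. Intervals of a level are exact Poisson, of a ratio exact conditional binomial and of a share of cells exact Clopper-Pearson, at 95%, and they cover counting error only. A count of 0 is given an upper limit of 3 counts. No doublets were removed in the main values. No test between bins was made, because each bin is 1 library and its cells are not independent replicates of a mouse.

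Gene lists were fixed before the data were examined, as were the comparisons, the rule for named genes and the alternatives, except for those named below. The lists covered TCR response, activated Treg, resting Treg, Treg signature, immediate early and heat shock, NF-kappa-B, interleukin 2 and STAT5, TCR inhibitory, TCR complex and signalling, homing, suppressive, follicular, interferon, cell cycle, glycolysis, oxidative phosphorylation, MHC class I, conventional CD4 T cell cytokine and ribosomal protein genes, and markers of B cells, plasma cells, myeloid cells, CD8 T or NK cells, erythroid cells and platelets. Members with at least 50 UMIs over the 3 libraries were measured, which 8633 genes of the table met. Some lists share members, such as the activated Treg and suppressive lists with 8. For each list the median log2 ratio is given with a 95% range from 1000 Poisson resamplings of the counts, and with its percentile among 10000 random lists of equal size drawn from 25 bins of mean expression. The percentile describes these libraries and is not a test between mice.

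Named genes were the 15 with the highest and the 15 with the lowest ratio of GFPhigh over GFPlow, and the 5 and 5 for each other pair of bins, among genes with at least 100 UMIs in the 2 libraries compared. Mitochondrial, ribosomal protein, antigen receptor segment and unnamed model genes were left out. Each list added up to 4 members with the largest absolute ratio of GFPhigh over GFPlow. Nr4a1, Foxp3, Cd4, Thy1, Xist, the TCR constant genes and the most abundant marker of each other cell type were always named.

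Shares per cell were computed after thinning each cell to 500 UMIs without replacement. Clusters were found over all cells of the 3 libraries from log values of UMIs scaled to 1000 per cell, with 1500 variable genes, 20 principal components, 15 neighbours and Leiden resolution 0.8. A cluster took the name of a marker list when at least 3 of its markers were among the 50 leading genes and no other list had more of the 10 leading genes. Shares of cells per bin were taken from a second clustering without genes whose ratio between any 2 bins exceeded 1.4-fold either way, which left 15187 genes. Some shares of the first clustering are given for comparison only.

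The procedure was tested on simulated libraries with known ratios. The median error of recovered log2 ratios of 1 was 0.02 over 90 genes, and 95.9% of the intervals of 5821 genes held the true ratio. Of 100 lists without a difference, 2 lay outside percentiles 2.5 to 97.5. The intervals treat UMIs as independent counts, although 97.7% of the Jchain UMIs of GFPhigh came from 1 cell. Simulated coverage was not measured separately for genes whose UMIs lie in few cells. Nor were list percentiles measured separately for genes that rise together in the same cells. Alternatives covered scaling (TMM factors, or totals without ribosomal protein genes), the depth minimum per cell, equal weight per cell, removal of doublets called by Scrublet with the deepest cells, removal of cells with UMIs of other cell types, thinning, the count minimum and added count for lists, and the clustering settings. Removal of the B cell-like and erythroid-like clusters, and the TCR response list without Nr4a1, were chosen after the data were seen. Leaving out replicates was not possible with 1 library per bin.

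Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, scanpy 1.11.5 (Scrublet) and matplotlib 3.10.9 was used, with edgeR 4.0.16 in R 4.3.3 for TMM factors.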

Results

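Regulatory T cells (Tregs), the CD4 T cells that express the transcription factor Foxp3 and restrain other immune cells, were sorted from the spleens of male mice aged 10 months that carry a green fluorescent protein (GFP) reporter of Nr4a1 and a Thy1.1 reporter of Foxp3. Nr4a1 encodes an orphan nuclear receptor that is induced soon after the T cell receptor (TCR) is engaged, so the reporter reads recent TCR signalling. Cells were collected in 3 bins of GFP fluorescence. GFPlow held the 0 to 20 percent range, GFPmed the 40 to 60 percent range and GFPhigh the 80 to 100 percent range. Each bin gave 1 inDrops library, a droplet method that tags the transcripts of single cells with cell barcodes and unique molecular identifiers (UMIs). The comparisons address how the transcriptome of splenic Tregs differs with the level of the Nr4a1 reporter.

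The deposited table held 6106 cells, of which 2372 were GFPlow, 1682 were GFPmed and the rest GFPhigh. The total counts of GFPlow, GFPmed and GFPhigh were 2537858, 2566212 and 2384262 UMIs. Total counts per cell ranged from 37 to 5499 UMIs in GFPlow, from 13 to 15387 in GFPmed and from 15 to 7422 in GFPhigh. The comparisons used the cells with at least 500 UMIs, 5435 in all, of which 1537 were GFPmed, 1775 were GFPhigh and the rest GFPlow. They held 2435870 UMIs in GFPlow, 2512277 in GFPmed and 2270376 in GFPhigh. The median depth over all cells of a bin was 1037 UMIs and 589 genes in GFPlow, 1470.5 UMIs and 727 genes in GFPmed, and 1037.5 UMIs and 583 genes in GFPhigh, so GFPmed cells were sampled more deeply. Levels are given as UMIs of a gene per 1000000 UMIs of the bin (UPM), and genes are ranked by ratio among those with at least 100 UMIs in the 2 bins compared. A count of 0 allowed up to 1.23 UPM in GFPlow, 1.19 in GFPmed and 1.32 in GFPhigh. With 1 library per bin there were no replicates, and cells of 1 library are not replicates, so no test between bins was made. Intervals in brackets are 95% intervals for counting error only, and they do not include variation between mice or libraries.

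Nr4a1 transcripts followed the sort. Nr4a1 (chromosome 15, 101254269 to 101274795, plus strand, mm10) was counted at 35.7 UPM in GFPlow, 92.7 in GFPmed and 340.47 in GFPhigh. Its log2 ratio was 3.25 [2.93, 3.59] for GFPhigh over GFPlow, 1.37 [1.02, 1.75] for GFPmed over GFPlow and 1.87 [1.66, 2.09] for GFPhigh over GFPmed. Foxp3 (chromosome X, 7573644 to 7595245, plus strand) was close to level between the outer bins, at 390 UPM in GFPlow, 317 in GFPmed and 359 in GFPhigh, with a log2 ratio of -0.12 [-0.25, 0.02] for GFPhigh over GFPlow. After every cell was thinned to 500 UMIs, a Foxp3 UMI was found in 16.6% of GFPlow cells [15.0, 18.2], 13.4% of GFPmed cells [11.7, 15.2] and 15.9% of GFPhigh cells [14.2, 17.7] (exact binomial intervals). Without thinning these shares were 30.3%, 32.99% and 30.5%. The background share, in 88 B cell-like or erythroid-like cells of the same libraries, was 1.14% [0.0288, 6.17] at a median depth before thinning of 1327.5 UMIs, against 1207 UMIs in the T cells. For Nr4a1 the share of those 88 cells was 5.68% [1.87, 12.8]. After thinning Nr4a1 was found in 1.04% of GFPlow, 3.06% of GFPmed and 8.06% of GFPhigh cells. No bin was thus shown to be above the pooled background share. That share mixes unlike bins, since before thinning those cells held 3 Nr4a1 UMIs in GFPlow, 25 in GFPmed and 3 in GFPhigh. Their levels were 68.1, 252 and 51.2 UPM. By level, GFPhigh (340.47 UPM) stood above these cells of its own bin, which rest on few UMIs, while GFPlow and GFPmed did not. These cells also held T cell transcripts, with Lck in 11.4% and Cd4 in 5.68% of them after thinning. Whether they measure background for Nr4a1 was not tested. Their values therefore do not decide whether Nr4a1 in GFPlow and GFPmed was above background. The coreceptor gene Cd4 had a log2 ratio of -0.26 [-0.38, -0.15] for GFPhigh over GFPlow, and Thy1, the gene of the surface antigen whose variant reports Foxp3 here, one of -0.73 [-0.81, -0.66]. Xist, the female-specific RNA, had 9 UMIs over all 5435 cells. The TCR constant genes Trac, Trbc1 and Trbc2 were not analysed here.

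GFPhigh Tregs carried a TCR response program that was weak in GFPlow Tregs, together with higher levels of core Treg genes. Of the 24 measured genes of the TCR response list (genes induced soon after TCR engagement), 21 were higher and 3 lower in GFPhigh than in GFPlow, with a median log2 ratio of 0.83 [0.72, 0.99]. Tnfrsf9, which encodes the costimulatory receptor 4-1BB, stood at 20.5 UPM in GFPlow, 49.8 in GFPmed and 271.3 in GFPhigh, a log2 ratio of 3.71 [3.31, 4.17] for GFPhigh over GFPlow. After Tnfrsf9 and Nr4a1 itself (3.25), Cd83 (2.03) and the zinc finger transcription factor gene Egr2 (1.96) were the next members by log2 ratio. The 3 members that were lower, named here after their values were seen, were Cd69 (-0.15), Per1 (-0.13) and Ifrd1 (-0.62). The list median lay above that of all 10000 random lists matched on mean expression, which describes these libraries and is not a test between mice.

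Among genes with at least 100 UMIs in GFPhigh and GFPlow together, the largest ratio was that of Penk (chromosome 4, 4133531 to 4138819, minus strand), the gene of the opioid peptide precursor proenkephalin, at 6.16 UPM in GFPlow, 8.36 in GFPmed and 126.8 in GFPhigh. Its log2 ratio was 4.32 [3.62, 5.22] for GFPhigh over GFPlow. Further genes among the 15 with the highest ratios were Lad1 (3.79), Itih5 (3.05), Nrn1 (2.56), the glutathione transferase gene Gsto1 (2.47), the receptor gene Gpr83 (2.36), Marcksl1 (2.36), Chchd10 (2.29), the inhibitory receptor gene Pdcd1 (2.20) and Lrat (2.07), which encodes an enzyme of retinol esterification. All of these but Nrn1 were graded over the 3 bins, with positive intervals for GFPmed over GFPlow and for GFPhigh over GFPmed. Itih5 had 7.39 UPM in GFPlow, 30.6 in GFPmed and 62.5 in GFPhigh, and Gpr83 had 17.7, 51.7 and 91.6. Jchain, the joining chain gene of plasma cells, also ranked among the 15 with a log2 ratio of 4.04, but 97.7% of its UMIs in GFPhigh came from 1 cell.

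GFPlow Tregs carried more transcripts of the activated, tissue-type Treg program. Of the 34 measured genes of the activated Treg list, 25 were lower and 9 higher in GFPhigh than in GFPlow, with a median log2 ratio of -0.69 [-0.84, -0.60], below all 10000 random lists. The chemokine receptor gene Ccr2 (chromosome 9, 124101950 to 124113557, plus strand) stood at 98.9 UPM in GFPlow, 12.7 in GFPmed and 1.32 in GFPhigh, where only 3 UMIs were counted, and its log2 ratio was -6.01 [-8.51, -4.66] for GFPhigh over GFPlow. The calcium-binding protein genes S100a4 and S100a6 had ratios of -3.39 [-3.81, -3.01] and -2.58 [-2.85, -2.33], and S100a4 went from 274.2 UPM in GFPlow to 49.8 in GFPmed and 25.99 in GFPhigh. Il1rl1, which encodes the interleukin 33 receptor of tissue Tregs, had a ratio of -2.28 and the integrin beta 1 gene Itgb1 one of -1.60, at 587 UPM in GFPlow, 252.8 in GFPmed and 193 in GFPhigh. Outside the list, the 15 lowest ratios took in the myosin genes Myo1f (-2.68) and Myo6 (-2.45), the phosphodiesterase gene Pde2a (-2.12), Prg4 (-2.08), Pou6f1 (-2.03), the Wnt target gene Axin2 (-1.76), the interleukin 18 receptor gene Il18r1 (-1.74), Cd55 (-1.59), the chemokine receptor gene Ccr4 (-1.58) and Ly6c2 (-1.49). Members of the list did not all go the same way, since Pdcd1 (2.20) was higher in GFPhigh. So were the activation receptor gene Tnfrsf4 (1.63) and the inhibitory receptor gene Lag3 (1.59), both named after their values were seen. Lag3 lay below the minimum of 100 UMIs for named genes, so its ratio rests on few UMIs.

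The resting Treg list was divided. Of its 23 measured members 12 were higher and 11 lower in GFPhigh than in GFPlow, with a median log2 ratio of 0.02 [-0.17, 0.09] and a mean of -0.13, and the median became -0.03 with TMM scaling. Gpr83 was higher (2.36), whereas Cd55 (-1.59), the interleukin 7 receptor gene Il7r (-1.39) and Igfbp4 (-1.36) were lower. Igfbp4 stood at 431 UPM in GFPlow, 456 in GFPmed and 168.2 in GFPhigh, so that it separated GFPhigh from the other bins. The core Treg signature, in contrast, was higher in GFPhigh, with 13 of 18 members higher, 5 lower and a median of 0.66 [0.59, 0.74]. Its leading members were Gpr83, the tetraspanin gene Cd81 (1.42) and the interleukin 2 receptor beta chain gene Il2rb (1.28), while the integrin gene Itgae was lower (-1.45).

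**Figure D1:**
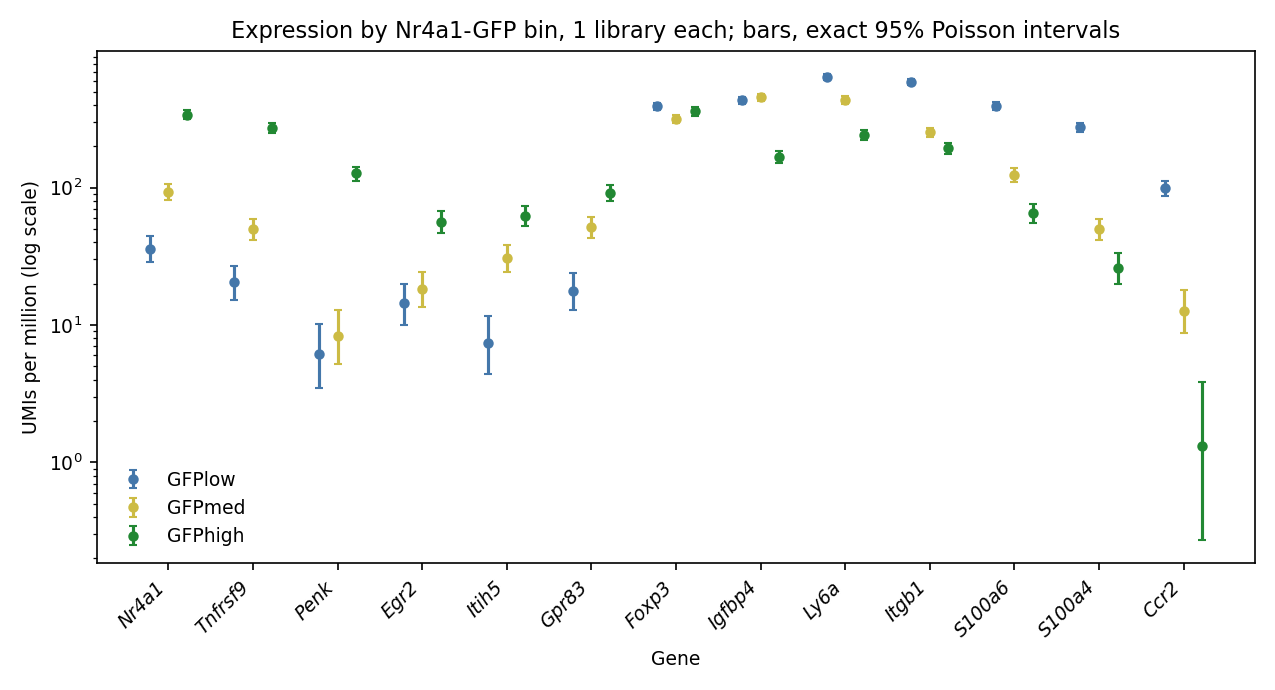
Expression in UPM on a log axis for 13 genes in GFPlow, GFPmed and GFPhigh, 1 library each, with exact 95% Poisson intervals. Nr4a1 stands at 35.7, 92.7 and 340.47 UPM, Foxp3 stays between 317 and 390, and Ccr2 at the right goes from 98.9 to 1.32.

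Suppressive effector genes and signalling feedback genes were higher in GFPhigh. The list of suppressive molecules had 10 of 13 members higher and 3 lower in GFPhigh than in GFPlow, with a median of 0.69 [0.48, 0.81]. Besides Penk and Tnfrsf9 it included Lrrc32 (1.27), whose product GARP holds latent transforming growth factor beta on the cell surface, and among the lower members Fgl2 (-0.97). Inhibitory receptors and dampeners of TCR signalling had 13 of 18 members higher and 5 lower, with a median of 0.24 [0.13, 0.39], and the leading members with at least 100 UMIs were Pdcd1 (2.20), Cd200 (1.83), the transcription factor gene Tox (0.91) and the folate receptor 4 gene Izumo1r (0.83). The NF-kappa-B list had 11 of 15 members higher, 4 lower and a median of 0.27 [0.15, 0.44], with Bcl2l1 at 1.01, Bcl3 at 0.97 and Icam1 at -0.93. Interleukin 2 and STAT5 genes had 10 of 17 members higher and 7 lower, with a median of 0.28 [0.14, 0.34]. Il2rb (1.28) and Il2ra (0.69) were higher and the feedback inhibitor gene Socs3 (-0.91) was lower. Genes of the TCR complex and proximal signalling differed little, with a median of 0.14 [0.05, 0.20], 12 of 20 members higher and 8 lower.

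Homing and interferon genes were lower in GFPhigh. The list of chemokine receptors and adhesion molecules had 14 of 20 members lower and 6 higher in GFPhigh than in GFPlow, with a median of -0.30 [-0.40, -0.20], and it shared 8 genes with the activated Treg list, Ccr2, Itgb1 and Itgae among them. Interferon-stimulated genes had 19 of 25 members lower and 6 higher, with a median of -0.35 [-0.43, -0.23]. Ly6a stood at 638 UPM in GFPlow, 435 in GFPmed and 241.8 in GFPhigh (log2 ratio -1.40), and the guanylate-binding and interferon-inducible GTPase genes Gbp2 (-0.90) and Igtp (-0.81) were lower as well. MHC class I genes had a median of -0.08 [-0.19, -0.01], with 10 of 14 lower and 4 higher, B2m at -0.38 and H2-D1 at -0.31. Reads of MHC and Ly6 genes can be shared among close paralogs.

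The cell cycle list had 17 of 22 members higher and 5 lower, with a median of 0.28 [0.21, 0.49], led by the histone variant gene H2afz (1.19). Genes of oxidative phosphorylation had a median of 0.18 [0.10, 0.25], with 19 of 24 higher and 5 lower. Glycolysis genes had a median of 0.02 [-0.10, 0.16], with 8 of 14 higher and 6 lower, which became -0.03 with TMM scaling. Ribosomal protein genes had a median of 0.07 [0.06, 0.10], with 60 of 88 higher and 28 lower, and took 25.9% of UMIs in GFPlow, 29.8% in GFPmed and 26.4% in GFPhigh. Immediate early and heat shock genes, which dissociation of tissue also induces, had a median of -0.09 [-0.17, 0.05], with 6 of 15 higher and 9 lower, such as Dusp1 at 1.07 and Klf6 at -0.91. T follicular genes had a median of 0.43 [0.19, 0.80], with 5 of 8 higher and 3 lower, but this became -0.15 without cells holding 2 or more UMIs of other cell types. The list of conventional CD4 T cell cytokines had 2 measured genes, both higher, with a median of 0.43 [-0.10, 0.99].

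**Figure D2:**
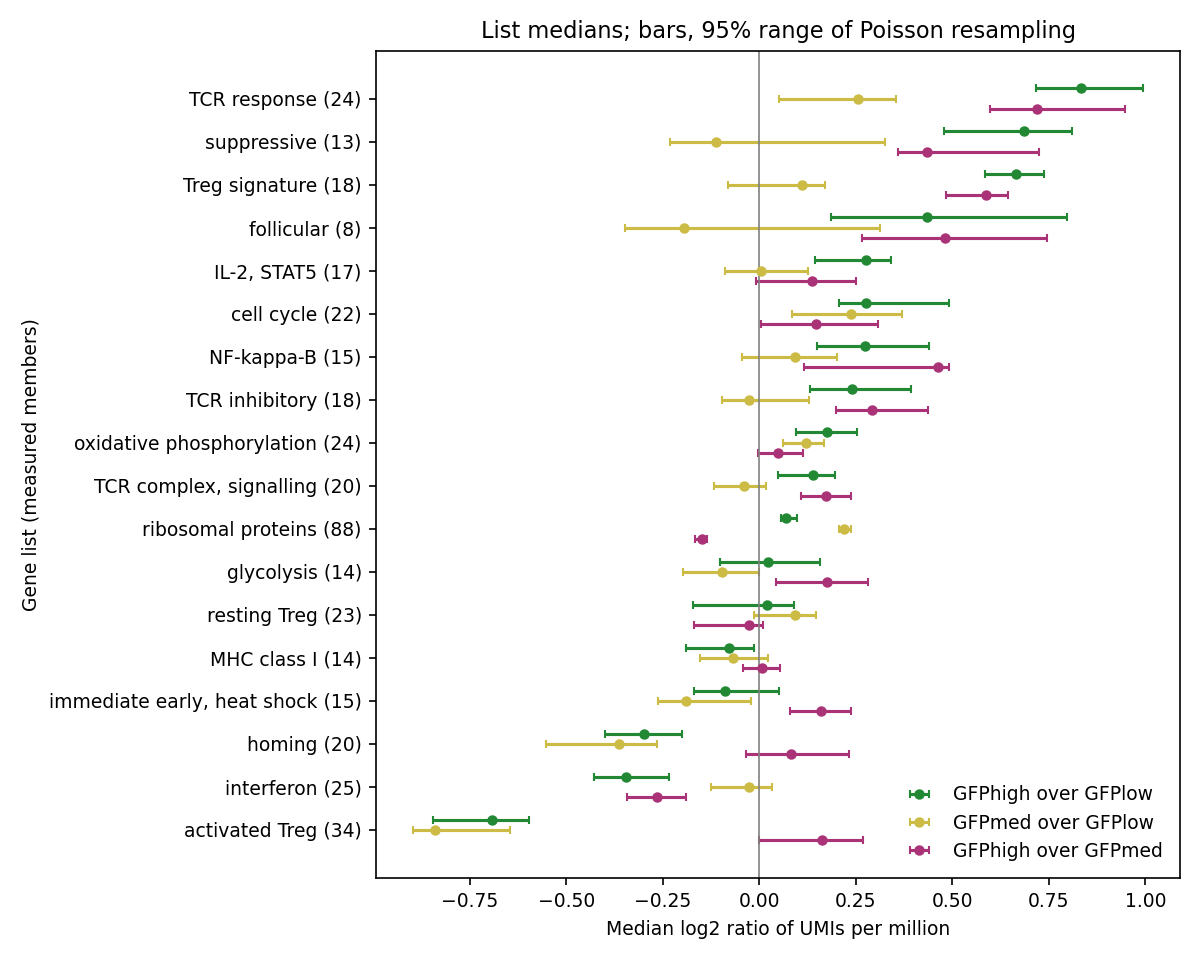
Median log2 ratio of UPM values for 18 gene lists, with the number of measured members in parentheses, for the 3 pairs of bins, with 95% ranges from Poisson resampling of the counts. The TCR response list is at 0.83 for GFPhigh over GFPlow and the activated Treg list at -0.69. For GFPhigh over GFPmed the activated Treg list is at 0.16.

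By list median and apart from cell type markers, GFPmed differed from GFPlow most in the activated program, whose median was already low in GFPmed. Of the 34 members of the activated Treg list, 29 were lower and 5 higher in GFPmed than in GFPlow, with a median log2 ratio of -0.84 [-0.90, -0.65]. Ccr2 (-2.94 [-3.54, -2.42]), S100a4 (-2.46), Myo1f (-1.91), the inhibitory receptor gene Klrg1 (-1.72) and Itgae (-1.70) had the lowest ratios. The TCR response list was a little higher in GFPmed, with 17 of 24 members higher, 7 lower and a median of 0.25 [0.05, 0.36]. In the second clustering its median was 0.84 [0.53, 0.98] within the activated Treg-like cluster and 0.01 [-0.08, 0.27] among T cells outside it. With the first clustering these values were 0.31 [-0.13, 0.59] and 0.22 [0.10, 0.38]. Gpr83 (1.54) was among the 5 genes with the highest ratios. The resting Treg list had a median of 0.09 [-0.01, 0.15], the homing list one of -0.36 [-0.55, -0.26] and ribosomal protein genes one of 0.22 [0.21, 0.24]. The other 4 of the 5 highest ratios rested on few cells or on genes of other lineages. The cytotoxic granule gene Gzma (6.01) was found in 9 cells of GFPmed, the lysozyme gene Lyz1 (5.72) in 6 cells, 1 of which held 68.1% of its UMIs, and Slc4a1 (1.48, in 5 cells of GFPmed) and Car2 (1.44, in 17) are genes of red cell precursors. The ratio of Car2 became -0.71 without cells holding 2 or more UMIs of other cell types. The cell cycle list had a median of 0.24 [0.08, 0.37], but -0.02 with equal weight per cell.

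By list median and apart from cell type markers and conventional CD4 T cell cytokines, GFPhigh differed from GFPmed most in the TCR response. Of 24 members 23 were higher and 1 lower in GFPhigh, with a median log2 ratio of 0.72 [0.60, 0.95]. Penk (3.89 [3.28, 4.64]), the glutathione transferase gene Gsta4 (3.44), Tnfrsf9 (2.44) and Nrn1 (1.97) led, apart from Jchain (6.16), whose UMIs came mostly from 1 cell. The Treg signature had a median of 0.59 [0.48, 0.64], with 17 of 18 members higher, the suppressive list one of 0.44 [0.36, 0.72] and the interferon list one of -0.27 [-0.34, -0.19], with 23 of 25 lower. The activated Treg list had a median of 0.16 [-0.0015, 0.27], with 19 members higher and 15 lower, and the resting Treg list one of -0.03 [-0.17, 0.01]. The lowest ratios were those of Lyz1 (-5.61), Slc4a1 (-1.76), Car2 (-1.56) and the globin gene Hba-a2 (-1.54), genes of myeloid and red cell lineages that stood highest in GFPmed, and of the myosin gene Myo6 (-1.53). The ratio of Car2 became 0.79 without the B cell-like and erythroid-like clusters. The erythroid marker list had a median of -1.54 [-1.69, -1.41] for this pair, with 0 members higher and 7 lower. The 2 measured plasma cell markers had one of 4.09 [3.53, 4.96]. The 2 measured conventional cytokine genes had one of 0.80 [0.24, 1.43].

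Lists were also counted in single cells. With each cell thinned to 500 UMIs, the activated Treg list took a median of 0.4% of a cell's UMIs in GFPlow, 0.2% in GFPmed and 0.2% in GFPhigh, with means of 0.618%, 0.365% and 0.391% and SDs over cells of 0.747, 0.460 and 0.441. The difference in medians rests on the setting, since the median was 0.3% in all 3 bins after thinning to 1000 UMIs, and 0.2% in both GFPlow and GFPhigh without 7 members (Lgals1, S100a4, S100a6, S100a10, S100a11, Crip1 and Vim). Such medians move only in steps of 1 UMI. The means still differed, at 0.581%, 0.367% and 0.395% in GFPlow, GFPmed and GFPhigh after thinning to 1000 UMIs. Without the 7 members they were 0.307%, 0.184% and 0.243%. At 500 UMIs and with all members, a random GFPhigh cell exceeded a random GFPlow cell in the activated Treg share with a probability of 42.01%. Ties were counted as 0.5, and a GFPmed cell exceeded a GFPlow cell with 39.4%. The TCR response list took a mean of 0.138%, 0.158% and 0.274%, and a GFPhigh cell exceeded a GFPlow cell with a probability of 60.2%. For the resting Treg list this probability was 47.9%. At 500 UMIs per cell 58.9% of GFPlow cells and 42.4% of GFPhigh cells had no UMI of the TCR response list, and 20.6% and 26.4% none of the activated Treg list. Counting noise alone then brings these probabilities towards 50%, so they do not show how far the cells themselves overlap. For the activated Treg list, GFPhigh over GFPlow, the probability was 45.1% after thinning to 1000 UMIs and 42.4% without thinning. At 1000 UMIs it was thus nearer to 50%, but cells with fewer UMIs were left out there. Without the 7 members it was 46.7%. At 500 UMIs, Tnfrsf9 UMIs were found in 0.801% of GFPlow cells, 1.95% of GFPmed cells and 9.46% of GFPhigh cells. The share of the 88 B cell-like or erythroid-like cells was 2.27% [0.276, 7.97], above those of GFPlow and GFPmed. Before thinning, the Tnfrsf9 UMIs of these 88 cells lay only in GFPhigh, with 4 in 32 cells against 0 in 26 GFPlow and 0 in 30 GFPmed cells. That pooled share therefore cannot tell whether GFPlow and GFPmed were above their own background. Without thinning the Tnfrsf9 shares were 1.88%, 5.60% and 17.1%. S100a4 UMIs were found in 8.34% of GFPlow cells, 1.82% of GFPmed cells and 0.901% of GFPhigh cells, and without thinning in 11.9%, 3.06% and 1.80%. The thinned share of those 88 cells was 3.41% [0.709, 9.64]. Before thinning, they held 11 S100a4 UMIs in GFPlow, 16 in GFPmed and 3 in GFPhigh, or 249.7, 161.3 and 51.2 UPM. Their level thus fell over the bins, as S100a4 did over all cells (274.2, 49.8 and 25.99 UPM). The pooled share therefore cannot tell whether a bin was above its own background. Ccr2 and S100a6 also fell over GFPlow, GFPmed and GFPhigh in these 88 cells. Ccr2 stood at 136.2, 80.6 and 0 UPM there, from 6, 8 and 0 UMIs, and S100a6 at 680.9, 342.7 and 238.8 UPM. Except for Ccr2 in GFPhigh, these levels lay above those over all cells of the bin. The cause of these levels was not tested.

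Clustering of all 5435 cells gave 10 clusters, of which 6 could be named from marker genes. They were activated Treg-like (675 cells), TCR-stimulated Treg-like (260), interferon-response T-like (1255), cycling T-like, B cell-like (56) and erythroid-like (32). The 10 leading genes of the activated Treg-like cluster held 4 markers of activated Tregs and 3 of CD8 T or NK cells. Because genes that form these clusters differ between bins, shares per bin were taken from a second clustering without the 8538 genes whose ratio between any 2 bins exceeded 1.4-fold. There the activated Treg-like cluster (1133 cells) had 7 activated Treg markers among its 50 leading genes, but among the first 10 only 1, as many as of another class, so its name is less certain. It held 25.2% of GFPlow cells [23.4, 27.1], 15.7% of GFPmed cells [13.9, 17.6] and 20.1% of GFPhigh cells [18.3, 22.1]. The TCR-stimulated Treg-like cluster held 0.942% [0.576, 1.45], 1.04% [0.596, 1.69] and 5.97% [4.91, 7.18]. B cell-like cells (55) made up 0.801%, 1.17% and 1.13%. Leaving out genes that differ between bins can also remove markers of a state whose share differs, which can bring its shares closer together. With the first clustering, which such genes form, the activated Treg-like cluster held 24.9% of GFPlow, 6.31% of GFPmed and 2.82% of GFPhigh cells. The TCR-stimulated Treg-like cluster held 1.88%, 3.32% and 9.52% there. Neither clustering settles the share of these states per bin.

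**Figure D3:**
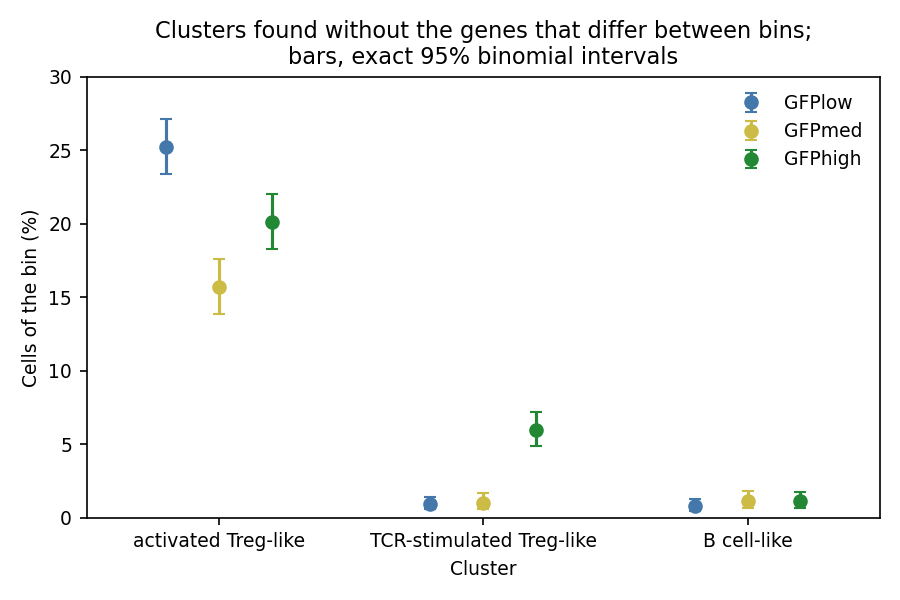
Percent of the cells of each bin in 3 clusters found without the genes that differ between bins, with exact 95% binomial intervals, 1 library per bin. The TCR-stimulated Treg-like cluster holds 5.97% of GFPhigh cells against 0.942% of GFPlow cells, but its 20 GFPlow cells hold 0 Nr4a1 UMIs. The activated Treg-like cluster is largest in GFPlow, at 25.2%. Leaving out the genes that differ between bins can bring the shares of the bins closer together.

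The TCR response list was also higher in GFPhigh than in GFPlow both within the activated Treg-like cluster and outside it. Its median log2 ratio was 1.05 [0.85, 1.27] among cells of the activated Treg-like cluster of the second clustering, with 20 of 22 members higher, and 0.94 [0.77, 1.16] among T cells outside it. Nr4a1 itself had a ratio of 3.05 within that cluster. The activated Treg list had a median of -0.45 [-0.72, -0.33] within the cluster and -0.53 [-0.78, -0.41] outside it, and S100a4 had a ratio of -2.86 within it. With the first clustering, which uses the differing genes, so that its clusters hold other cells than those of the second, the activated Treg list had a median of 0.02 [-0.28, 0.28] within that cluster, which held only 50 GFPhigh cells, and -0.02 [-0.10, 0.23] among T cells outside it. Members went both ways within it, with Ccr2 at -3.03 [-6.41, -1.48], Itgb1 at -1.87 [-2.52, -1.34], S100a4 at -1.38 [-2.10, -0.80], S100a6 at -0.66 [-1.13, -0.24] and Tnfrsf4 at 1.91 [1.27, 2.48]. Outside it Ccr2 stood at -3.95 and S100a6 at -0.85, while S100a4 (-0.37 [-1.09, 0.34]) and Itgb1 (-0.19 [-0.40, 0.01]) had intervals that include 0. The TCR response list stood at 1.01 [0.42, 1.24] within it and 1.05 [0.86, 1.25] outside it. In the TCR-stimulated Treg-like cluster it stood at 0.39 [-0.03, 0.72] with the first clustering, with 10 of 17 members higher, and at 1.98 [1.08, 3.37] with the second, with 8 of 11 higher from only 20 GFPlow cells. Among T cells outside both clusters it was 0.56 [0.36, 0.70] with the first clustering and 0.60 [0.47, 0.84] with the second. In the 88 B cell-like or erythroid-like cells, 26 of them GFPlow and 32 GFPhigh, the activated Treg list stood at -0.64 [-1.13, -0.27]. There 5 of 7 measured members were lower and 2 higher. These cells also held T cell transcripts, with Lck in 11.4% and Cd4 in 5.68% of them after thinning. The value therefore does not show whether the list was lower outside T cells.

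Genes of other cell types were present in all bins, and not only at low levels, since the erythroid gene Hba-a2 stood above Foxp3 in each bin. B cell markers had a median log2 ratio of 0.30 for GFPhigh over GFPlow, with all 9 measured markers higher, and Cd74, the most abundant, stood at 88.3 UPM in GFPlow, 113 in GFPmed and 134.3 in GFPhigh. Erythroid markers had a median of -0.29, with 6 of 7 lower, and Hba-a2 stood at 645, 1534 and 528 UPM. Single cells carried these levels, since 1 cell held 55.1% of the Hba-a2 UMIs in GFPlow, 33.7% in GFPmed and 97.1% in GFPhigh. The sign of Hba-a2 for GFPhigh over GFPlow reversed, from -0.29 to 0.77, without the B cell-like and erythroid-like clusters. The 2 measured plasma cell markers had a median of 2.43, the 3 myeloid markers one of 0.08 (Ctss 0.31) and the 4 CD8 T or NK markers one of -0.04 (Ccl5 -0.15). No platelet marker was measured, since the most abundant, Itga2b, had 5 UMIs. Ctss and Ccl5 are also expressed in T cells.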

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

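The tests of handling stress and both tests of Penk were chosen only after the result was seen, the version of the composition test that uses the second clustering was added after the values of the first, and the removal of B cell-like and erythroid-like clusters was added after the data were seen, although its prediction was written before its result.

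Cells with fewer than 500 UMIs, which the comparisons of the report left out and only the alternative with all deposited cells includes, carried the same marker genes above the limit that a count of 0 allows in their bin (29.4 UPM in GFPlow and 26.3 in GFPhigh). Nr4a1 stood at 307.3 UPM in such GFPhigh cells, from 35 UMIs against 1 in GFPlow, a log2 ratio of 4.41 [2.40, 10.3]. Tnfrsf9 stood at 201.96 UPM in such GFPhigh cells, from 23 UMIs against 1. Ccr2 stood at 107.9 UPM in such GFPlow cells, from 11 UMIs against 0 in GFPhigh. S100a4 stood at 294.15 UPM in such GFPlow cells, from 30 UMIs against 1. No explanation of these values was tested.

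The first pattern is the higher TCR response list together with the lower activated Treg list in GFPhigh. Handling stress during dissociation would need the immediate early and heat shock list to be as high as the TCR response list, but its median was -0.0877, below 0.83 by more than the SD of its members (0.48). The gap between the list medians was 1.59 without the B cell-like and erythroid-like clusters and 1.53 with them. These clusters held only 1.2% of GFPlow and 1.8% of GFPhigh cells, so their removal could change the gap little. Without cells holding 2 or more UMIs of other cell types (10.8% of GFPlow and 15.8% of GFPhigh) the list medians were 0.78 and -0.68. Such cells thus did not account for the pattern. Conventional T cells in the libraries were not tested and stay open. A lower share of activated Treg-like cells alone would leave the TCR response list near 0 among other T cells. Its median there was 0.94 [0.77, 1.16], and 0.60 [0.47, 0.84] when the TCR-stimulated Treg-like cluster was left out as well. Any difference between single libraries or mice also stays open, since 1 library per bin cannot separate it from the GFP level. So does the difference in TCR signalling that the sort selects, which was not tested further.

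The second pattern is the lower activated Treg list alone, for which a lower share of activated Treg-like cells in GFPhigh cannot be told apart from lower expression across cells. Among T cells outside that cluster of the second clustering the list median was -0.53 [-0.78, -0.41], and within it -0.45 [-0.72, -0.33]. With the first clustering it was 0.02 [-0.28, 0.28] within the cluster and -0.02 [-0.10, 0.23] outside it, but over members that went both ways, such as Itgb1 at -1.87 [-2.52, -1.34] and Tnfrsf4 at 1.91 [1.27, 2.48] within the cluster, so a median near 0 does not show that no member differed. The first clustering uses genes of the list itself, so values near 0 there are partly built in, and the second leaves S100a4-rich cells outside its cluster, with S100a4 at 120.99 UPM in GFPlow against 7.38 in GFPhigh. Among T cells outside both that cluster and the TCR-stimulated Treg-like cluster the list median was -0.69 [-0.84, -0.49] with the second clustering. With the first clustering it was -0.17 [-0.23, 0.05]. The list was also lower in the 88 B cell-like or erythroid-like cells, at -0.64 [-1.13, -0.27]. That value rests on 7 measured members in cells that also held T cell transcripts, and its cause was not tested. None of these values decides between a lower share of activated Treg-like cells and lower expression across cells.

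The third pattern is the higher Penk in GFPhigh. A single cell of another type was excluded, since the cell with the most held 7.64% of the Penk UMIs of GFPhigh. If Penk went with other TCR response genes in the same cells, GFPhigh cells with a Penk UMI should hold over 1.5 times the share of TCR response UMIs of cells without one. The ratio was 1.60 [1.31, 1.92], in 55 cells with a mean share of 0.429% against 1720 cells with 0.269%, and its interval reaches below 1.5, so this stays open. With the first clustering, Penk of GFPhigh stood at 580 UPM in TCR-stimulated Treg-like, 91.4 in activated Treg-like and 75.9 in other T cells. With the second clustering these levels were 292.7, 376.9 and 39.1 UPM. The cluster with the highest Penk thus depends on the clustering. As a hypothesis, Penk may belong to the TCR response of a part of these cells.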

How the results depend on the processing

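The alternatives without the B cell-like and erythroid-like clusters and without Nr4a1 were chosen only after the data were seen. The TCR response list stayed higher in GFPhigh than in GFPlow in all 13 alternatives (0.74 to 0.96) and the activated Treg list lower in all 12 (-0.78 to -0.65). For GFPmed over GFPlow the ranges were 0.15 to 0.34 and -0.85 to -0.72, and for GFPhigh over GFPmed 0.56 to 0.95 and 0.07 to 0.29. Nr4a1 stayed between 3.19 and 3.58 and Foxp3 between -0.17 and -0.03 for GFPhigh over GFPlow. The resting Treg list ranged from -0.07 to 0.08 for that pair, so it has no direction over all cells. Within the activated Treg-like cluster of the first clustering, with 50 GFPhigh cells, it was -1.19 [-1.72, -0.81], with 12 of 14 members lower and 2 higher. Among T cells outside that cluster it was -0.18 [-0.25, -0.03]. With the second clustering these values were 0.05 [-0.17, 0.29] and -0.06 [-0.19, 0.04]. Of the values that answer a comparison, 30 moved beyond their counting interval (for the number of clusters, beyond 1.5 times) and the others did not. For the median shares per cell this interval has no width, so any change counts as moved. Their alternatives also include the mean over cells, which is another measure. Of the values of single genes and further lists 1537 stayed, 10 reversed and the others moved. The cause was not tested for any of these.

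With equal weight per cell the TCR response list for GFPhigh over GFPmed was 0.56 and the value of the cell cycle list, GFPmed vs GFPlow, reversed to -0.0179. Without called doublets and the deepest cells the activated Treg list for GFPhigh over GFPmed was 0.29 and the cell cycle list for GFPmed over GFPlow -0.10. Without cells holding 2 or more UMIs of other cell types the activated Treg list for GFPhigh over GFPmed was 0.28, the resting Treg list for GFPmed over GFPlow 0.18, the cell cycle list for GFPmed over GFPlow -0.0636, the follicular list for GFPhigh over GFPlow -0.15, Car2 for GFPmed over GFPlow -0.71 and Hba-a2 for GFPhigh over GFPlow 1.16. Without the B cell-like and erythroid-like clusters the cell cycle list for GFPmed over GFPlow was -0.11, Car2 for GFPhigh over GFPmed 0.79 and Hba-a2 for GFPhigh over GFPlow 0.77. The resting Treg list for GFPmed over GFPlow was 0.17 with totals without ribosomal protein genes and 0.16 after thinning, and the follicular list for GFPhigh over GFPlow was -0.0187 among genes with at least 200 UMIs.

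The median share of activated-list UMIs per cell was 0.30 in each bin after thinning to 1000 UMIs (which left out 855, 312 and 711 cells), and 0.371, 0.246 and 0.295 in GFPlow, GFPmed and GFPhigh without thinning. Without Lgals1, S100a4, S100a6, S100a10, S100a11, Crip1 and Vim it was 0.2 in GFPlow, 0 in GFPmed and 0.2 in GFPhigh, so the difference in medians between GFPlow and GFPhigh ended, with means of 0.307, 0.184 and 0.243. With all members the means were 0.618, 0.365 and 0.391 in the main setting. After thinning to 1000 UMIs the means were 0.581, 0.367 and 0.395 in GFPlow, GFPmed and GFPhigh. GFPlow thus kept the highest mean at that depth, where the medians were equal. Against 10 clusters in the main setting, resolution 0.5 gave 8, resolution 1.2 gave 17, and 10 and 30 principal components gave 15 and 14. The activated Treg-like share in GFPlow, GFPmed and GFPhigh was 20.02, 12.7 and 15.9% at resolution 1.2, 17.9, 11.97 and 13.4% with 10 principal components, and 27.3, 20.04 and 23.3% with 30. At resolution 0.5 it was 22.8% in GFPlow and 17.2% in GFPhigh, and the TCR-stimulated Treg-like share in GFPlow was 1.65% with 10 principal components. No paired analysis was possible because each bin is 1 library and the bins share only a replicate number, and no leave-one-out was possible with 1 library per bin. Depth limits genes with few UMIs, since 3 counts equal 1.23 UPM in GFPlow.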

Other observations

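By list median, interferon-stimulated genes separated GFPhigh from both other bins. The medians were -0.35 for GFPhigh over GFPlow, -0.27 for GFPhigh over GFPmed and -0.03 for GFPmed over GFPlow. The last of these changed sign with totals without ribosomal protein genes. Single members differed, since Ly6a (-0.55 [-0.67, -0.44]), Gbp2 (-0.63 [-0.81, -0.45]) and Igtp (-0.47 [-0.60, -0.33]) were already lower in GFPmed than in GFPlow. Of the 25 members 14 were lower and 11 higher for that pair. The 11 marker genes of interferon-response T cells had a median of -0.14 [-0.42, 0.03] for GFPhigh over GFPlow. The interferon list was also lower in GFPhigh than in GFPlow within the activated Treg-like cluster of the second clustering (-0.42 [-0.59, -0.30]) and among T cells outside it (-0.33 [-0.43, -0.24]). With the first clustering it was -0.16 [-0.57, 0.17] within the activated Treg-like cluster, -0.02 [-0.36, 0.43] in the TCR-stimulated Treg-like cluster and -0.27 [-0.39, -0.17] among T cells outside the activated Treg-like cluster. The TCR-stimulated Treg-like cluster of the second clustering, with 20 GFPlow cells, had -0.58 [-1.37, -0.25] over 5 members. Ifit3 (-1.31) followed the list and Isg15 (0.56) did not. Ifit3, Isg15, Angptl2 and Bcl6 were chosen after their values were seen. Ifit3, Angptl2 and Bcl6 lay below the minimum of 100 UMIs for named genes, so their ratios rest on few UMIs.

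The Treg signature was higher in GFPhigh than in GFPlow within the activated Treg-like cluster of the second clustering (0.48 [0.31, 0.63]) and outside it (0.72 [0.64, 0.84]), while Foxp3 itself had a ratio of -0.27 [-0.54, -0.006] within it and -0.01 [-0.17, 0.15] outside it. With the first clustering the signature was 0.73 [-0.04, 0.86] within the activated Treg-like cluster, 0.01 [-0.20, 0.52] in the TCR-stimulated Treg-like cluster and 1.03 [0.84, 1.12] among T cells outside the activated Treg-like cluster. In the TCR-stimulated Treg-like cluster of the second clustering it was 0.48 [0.08, 1.05], with 7 of 8 members higher. The follicular genes Angptl2 (2.97) and Bcl6 (1.37) were higher in GFPhigh than in GFPlow, whereas Slamf6 (-0.29) and Sh2d1a (-0.12) were lower. Nrn1 stood at 14.8, 22.3 and 88.1 UPM in GFPlow, GFPmed and GFPhigh, and Lrat at 56.2, 90.8 and 236.1 UPM. Their log2 ratios for GFPmed over GFPlow were close, at 0.59 [-0.04, 1.24] for Nrn1 and 0.69 [0.38, 1.01] for Lrat. Nrn1 and Lrat were therefore not shown to differ from each other in that step, although Lrat itself was higher in GFPmed than in GFPlow. Ly6c2 and Igfbp4 separated GFPhigh from the other bins by lower levels, with 205.7, 202.2 and 73.1 UPM for Ly6c2.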
